# *Drosophila* Relish Activating *lncRNA-CR33942* Transcription Facilitates Antimicrobial Peptide Expression in Imd Innate Immune Response

**DOI:** 10.3389/fimmu.2022.905899

**Published:** 2022-06-02

**Authors:** Hongjian Zhou, Shanshan Wu, Li Liu, Ruimin Li, Ping Jin, Shengjie Li

**Keywords:** *lncRNA-CR33942*, Relish, Imd signaling pathway, *Drosophila melanogaster*, transcriptional regulation, long noncoding RNA, survival

## Abstract

Long noncoding RNAs (lncRNAs) are an emerging class of regulators that play crucial roles in regulating the strength and duration of innate immunity. However, little is known about the regulation of *Drosophila* innate immunity-related lncRNAs. In this study, we first revealed that overexpression of *lncRNA-CR33942* could strengthen the expression of the Imd pathway antimicrobial peptide (AMP) genes *Diptericin* (*Dpt*) and *Attacin-A* (*AttA*) after infection, and vice versa. Secondly, RNA-seq analysis of *lncRNA-CR33942*-overexpressing flies post Gram-negative bacteria infection confirmed that *lncRNA-CR33942* positively regulated the *Drosophila* immune deficiency (Imd) pathway. Mechanistically, we found that *lncRNA-CR33942* interacts and enhances the binding of NF-κB transcription factor Relish to *Dpt* and *AttA* promoters, thereby facilitating *Dpt* and *AttA* expression. Relish could also directly promote *lncRNA-CR33942* transcription by binding to its promoter. Finally, rescue experiments and dynamic expression profiling post-infection demonstrated the vital role of the Relish/*lncRNA-CR33942*/AMP regulatory axis in enhancing Imd pathway and maintaining immune homeostasis. Our study elucidates novel mechanistic insights into the role of *lncRNA-CR33942* in activating *Drosophila* Imd pathway and the complex regulatory interaction during the innate immune response of animals.

## Introduction

Innate immunity plays the first and foremost role in the defense against pathogenic microorganisms (1). *Drosophila melanogaster* is a vital model for studying innate immunity because of the lack of highly specific adaptive immunity (2, 3). The *Drosophila* innate immune system comprises cellular immunity and humoral immunity which includes the production of many antimicrobial peptides (AMPs) (3, 4). The immune deficiency (Imd) signaling pathway is essential for Gram-negative bacterial invasion (5, 6). Once attacked by Gram-negative bacteria, the Imd pathway is activated and the downstream transcription factor *Relish* enters the nucleus to initiate the expression of AMPs (7). Although the major molecules of the Imd pathway have been identified, the complexity of immune regulation requires to explore more regulators to understand the immune homeostasis mechanism.

Dysregulation of immune homeostasis remarkably affects *Drosophila* survival and can lead to death (8, 9). Therefore, the intensity and duration of the immune response must be precisely regulated by many positive and negative regulators. For example, Akirin, Charon, sick, and STING can promote the Imd pathway by regulating the transcription factor Relish (10–13). In addition, some ubiquitin-related enzymes and peptidoglycan recognition proteins can positively regulate the Imd pathway (14–17). In contrast, some immune suppressors can restore immune homeostasis *via* preventing excessive activation of the Imd pathway (18–22). Our previous studies demonstrated that miR-9a, miR-981, and miR-277 could negatively regulate the Imd pathway by directly inhibiting the expression of *Diptericin* (*Dpt*), *imd*, and *Tab2* (23, 24). However, the regulatory mechanisms involved in maintaining immune homeostasis by emerging noncoding RNAs require further study.

Long noncoding RNAs (lncRNAs) are a class of RNAs of over 200 nucleotides that lack an open reading frames coding protein longer than 100 aa (25, 26).. lncRNAs exist widely in organisms, and their abundance is much higher than that of protein-coding RNAs (27). For example, the number of *Drosophila* lncRNA transcripts reached 42,848, and the number of lncRNA genes was 15,543 (28). To date, several studies have demonstrated that numerous lncRNAs participate in regulating a wide range of *Drosophila* biological processes, such as bristle formation (29, 30), embryo development (31–36), gonadal cell production (37, 38) and neuromuscular junctions (39, 40). A previous study has shown that lncRNA-VINR can defend against viruses by inducing AMPs (41). In addition, our previous studies demonstrated that *lncRNA-CR46018*, *lncRNA-CR11538* and *lncRNA-CR33942* could regulate *Drosophila* Toll innate immunity by interacting with the transcription factor Dif/Dorsal (42–44). Although some lncRNAs regulating *Drosophila* antiviral and Toll innate immunity have been discovered, it is largely unknown whether and how lncRNAs regulate the Imd signaling pathway against Gram-negative bacteria.

In this study, we first found that *Drosophila lncRNA-CR33942* can promote the Imd signaling pathway using RNA sequencing, and then, we quantified the expression levels of AMPs *Dpt* and *AttA* in *lncRNA-CR33942*-overexpressing flies, *lncRNA-CR33942* knockdown flies, and *lncRNA-CR33942* + *lncRNA-CR33942*-RNAi co-overexpressing flies after *Escherichia coli* infection. Second, using RIP-qPCR, ChIP-qPCR, and dual-luciferase reporter assays, we confirmed that *lncRNA-CR33942* interacts with the transcription factor Relish and strengthens the binding between Relish and the promoters of *Dpt* and *AttA*, thereby enhancing *Dpt* and *AttA* transcription. Third, we verified that the transcription factor Relish could also directly activate the transcription of *lncRNA-CR33942 via* ChIP and dual-luciferase reporter assays. Finally, the dynamic expression of *Dpt*, *AttA*, *Relish*, and *lncRNA-CR33942* in wild-type flies at different time points post-infection indicated the physiological function of this regulatory axis in the Imd immune pathway. In conclusion, our study discovered a novel Relish/lncRNA-CR33942/AMP regulatory axis, which plays a vital role in enhancing the immune response and maintaining immune homeostasis.

## Materials and Methods

### Fly Husbandry and Strains

The flies were raised in a standard corn flour/agar/yeast medium in a 25 ± 1°C incubator with a 12 h light/dark cycle. The fly stocks *w^1118^* (#3605), Tub-Gal80^ts^; TM2/TM6B (#7019), Tub-Gal4/TM3, Sb1, Ser1 (#5138), lncRNA-CR33942-RNAi (#30509), UAS-FLAG-Rel68 (#55777), and Relish-RNAi (#28943) were purchased from the Bloomington Drosophila Stock Center (Bloomington, IN, USA). The UAS-lncRNA-CR33942 fly stock was constructed in our laboratory previously (44). To eliminate false positives caused by overexpression, we also constructed *lncRNA-CR33942* + *lncRNA-CR33942*-RNAi co-overexpressing flies to reduce the overexpression of *lncRNA-CR33942*. To explore whether Relish regulates the Imd pathway through *lncRNA-CR33942*, Rel68 + *lncRNA-CR33942*-RNAi co-overexpressing flies were constructed. To overexpress or knockdown the corresponding gene in flies at a specific time, they were crossed with flies carrying Tub-Gal80^ts^ and incubated at 18°C. The adults were transferred to a 29°C incubator and cultured for over 24 h to overexpress or knockdown the genes.

### Sepsis and Survival Assays

Sepsis experiments were conducted on adult males aged 3–5 d. The *lncRNA-CR33942*-overexpressing, *lncRNA-CR33942*-RNAi, *lncRNA-CR33942* + *lncRNA-CR33942*-RNAi co-overexpressing, and control flies were infected with the Gram-negative bacterium *E. coli*. The infection experiment was performed *via* Nanoject instrument (Nanoliter, 2010; WPI, Sarasota, FL, USA). The glass capillary with full of *E. coli* suspension was inserted into the thorax and collecting the flies at the needed times for subsequent experiments. The survival assays post-infection indicate insufficient immune responses (45). The survival rate of ≥ 100 flies/group was monitored for 96-h after infection with *Enterobacter cloacae* concentrate.

### RNA Extraction and RT-qPCR

The total RNA of flies with different genotypes and treatments was extracted using RNA isolator total RNA extraction reagent (Vazyme Biotech Co. Ltd., Nanjing, China). And then, cDNA was obtained using a first-strand cDNA synthesis kit (Vazyme Biotech Co., Ltd., Nanjing, China). qPCR was performed using a BIO-RAD CFX Connect real-time PCR system (BIO-RAD, Hercules, California, USA) *via* AceQ SYBR Green Master Mix (Vazyme Biotech Co. Ltd., Nanjing, China). Our RT-qPCR cycling conditions were: step 1: 95°C for 5 minutes; step 2: 95°C for 10 seconds; step 3: 60°C for 30 seconds, then steps 2 and 3 were cycled for 40 times. The rp49 expression levels were used as the control to normalize other mRNAs. All the primers used for RT-qPCR are listed in **Supplementary Table 1**. All experiments were carried out in triplicate, and each biological sample was measured in triplicate by qPCR. The 2^-△△Ct^ method was used for data analysis (14). All qPCR data was showed as the mean ± SEM.

### Transcriptome Sequencing and Enrichment Analyses

RNA integrity was assessed with the RNA Nano 6000 Assay Kit for the Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). Briefly, mRNA was purified using poly T oligo-attached magnetic beads and fragmentated to about 370–420 bp. Library fragments were purified, and PCR was performed with index (X) primers and universal PCR primers. The PCR products were purified, and the library quality was assessed using the Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). According to the manufacturer’s instructions, index-coded samples were clustered on a cBot cluster generation system using the TruSeq PE cluster kit v3-cBot-HS (Illumina, San Diego, CA, USA). The reference genome index was built and paired-end clean reads were aligned to the reference genome using Hisat2 v2.0.5. FeatureCounts v.1.5.0-p3 enumerated the reads that mapped to each gene. Differential expression analysis was performed using the DESeq2 package of R v. 1.20.0 (R Core Team, Vienna, Austria). Genes with adjusted *P* < 0.05 were deemed differentially expressed genes (DEGs). And using the clusterProfiler package in R 4.0.3 (R Core Team, Vienna, Austria) for Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses on the DEGs. The local version of the GSEA tool (http://www.broadinstitute.org/gsea/index.jsp) was used for GSEA analysis.

### Prediction of Interaction Potential

The interaction potential between *lncRNA-CR33942* and Relish was predicted using RPISeq (RNA/protein interaction prediction tool, http://pridb.gdcb.iastate.edu/RPISeq/) (46), with known the interaction pair roX2 and msl-2 as the positive control.

### Construction of Recombinant Plasmid

To explore the effect of Relish on the *lncRNA-CR33942* promoter, we obtained the upstream 2-kb promoter sequence of *lncRNA-CR33942* from FlyBase (http://flybase.org) and cloned it into the pGL3-Basic plasmid. All the primers used for plasmid construction are listed in **Supplementary Table 1**. The pIEx4-Flag-Rel68, pGL3-Dpt-promoter, and pGL3-AttA-promoter plasmids were shared by Professor Xiaoqiang Yu (47). The pAc*-lncRNA-CR33942* plasmid was constructed as described previously (44).

### S2 Cell Culture and Transfection

*Drosophila* S2 cells were grown in a 28°C constant temperature incubator using SFX insect medium (HyClone Laboratories, Logan, UT, USA) with 10% (v/v) fetal bovine serum, 100 U/mL penicillin, and 100 μg/mL streptomycin (Invitrogen, Carlsbad, CA, USA). Transfection was performed using the X-treme gene HP transfection reagent (Roche Diagnostics, Basel, Switzerland) according to the manufacturer’s instructions. Briefly, S2 cells were transiently transfected with 200 μL of transfection complex containing 2000 ng plasmids in 6-mm plates (Corning, Corning, NY, USA) or 50 μL of transfection complex containing 500 ng plasmids in 24-well plates (Corning, Corning, NY, USA).

### RNA-Immunoprecipitation (RIP)

The detailed process of the RIP experiment followed this protocol (48). Briefly, approximately 3 × 10^7^ S2 cells transfected with Flag-Rel-N were lysed in radioimmunoprecipitation (RIPA) buffer (Beyotime Biotechnology, Shanghai, China) containing a protease inhibitor cocktail (Roche Diagnostics, Basel, Switzerland) and an RNase inhibitor (Thermo Fisher Scientific, Waltham, MA, USA) for 30 min on ice. The supernatants were pre-cleared for 1 h at 4°C using protein A agarose (Invitrogen, Carlsbad, CA, USA). After pre-clearing, anti-Flag-labelled or control anti-IgG antibodies (ABclonal Biotechnology Co. Ltd., Hubei, China) were separately added to the supernatants and the complexes were incubated at 4°C for 8-12 h. The next day, protein A agarose was joined and binding for 2 h. The beads were washed for five times using RIPA buffer. The remaining complexes were eluted using TE buffer with 1% (w/v) SDS. The eluted complexes of Flag-Rel-N and RNA were treated with protease K to separate the protein-bound RNA, and RNA was extracted and quantified using RT-qPCR.

### Chromatin Immunoprecipitation Sequencing (ChIP)-Seq and Transcription Factor Binding Site Analysis

ChIP-seq of *Relish* was obtained from the ENCODE project (https://www.encodeproject.org/). ChIP-seq peak analysis was performed using the ChIPseeker package in R (49). IGV 2.9.4 was used for peak visualization of ChIP-seq. The promoter sequences of *Dpt*, *AttA*, and *lncRNA-CR33942* were obtained from FlyBase (http://flybase.org/). In addition, the *Relish* motif was obtained in this study (50). The promoter sequences of *Dpt*, *AttA*, *lncRNA-CR33942* and *Relish* motifs were submitted to MEME (https://meme-suite.org/meme/tools/meme) and PROMO (http://alggen.lsi.upc.es/cgi-bin/promo_v3/promo/promoinit.cgi?dirDB=TF_8.3/). The RT-qPCR primers were designed based on the predicted binding sites.

### ChIP

ChIP experiments were performed following this paper (23). Briefly, S2 cells transfected with Flag-Rel-N were cross-linked using 1% (v/v) formaldehyde, lysed with RIPA and nuclear lysis buffers, and sonicated to shear to 200–800-bp fragments. ChIP incubation was performed using Dynabeads protein G (Thermo Fisher Scientific, Waltham, MA, USA) which was coated with anti-Flag or anti-IgG antibodies (ABclonal Biotechnology Co. Ltd., Hubei, China). After five times washings using different buffers, Flag-Rel-N-bound DNA was eluted and the cross-links between Rel-N and DNA were reversed at 65°C overnight. The eluted DNA fragments were purified for subsequent qPCR analysis. the primers of ChIP-qPCR were listed in **Supplementary Table 1**. All experiments were carried out in triplicate, and each biological sample was measured in triplicate by qPCR using the AMP promoters.

### Dual-Luciferase Reporter Experiment

To investigate the effects on the transcriptional regulation of *lncRNA-CR33942, Dpt*, and *AttA* promoters by *Relish* or *lncRNA-CR33942*, S2 cells were transfected using 50 μL of transfection complex containing pIEx4-Flag-Rel68, pGL3-Dpt-promoter, pGL3-AttA-promoter or pGL3-*lncRNA-CR33942*-promoter, pAc-empty or pAc-*lncRNA-CR33942*, and *Renilla* luciferase plasmid (pRL). pRL plasmids (Promega, Madison, WI, USA) were used for normalization and normalization. According to the manufacturer’s instructions, luciferase activity was measured using a Dual Luciferase Reporter Assay Kit (Vazyme Biotech Co. Ltd., Nanjing, China).

### Quantitation and Statistical Analysis

Experimental data were collected from three independent biological replicates and are presented as the mean ± SEM. Significant differences between values under different experimental conditions were analyzed using a two-tailed Student’s t-test. Fly survival analysis was performed using log-rank (Mantel-Cox) tests. Graphs were plotted using GraphPad Prism v. 8.3 (GraphPad Software, La Jolla, CA, USA) and RStudio (R Core Team, Vienna, Austria). Statistical significance was set at *P < 0.05*. *P < 0.05; **P < 0.01; ***P < 0.001; ns, not significantly different from the control.

## Results

### *LncRNA-CR33942* Is a Positive Regulator of the *Drosophila* Imd Signaling Pathway

We demonstrated that *lncRNA-CR33942* could interact with Dif/Dorsal and facilitate AMP transcription, enhancing *Drosophila* Toll immune responses (44). Interestingly, *lncRNA-CR33942* may also regulate the Imd pathway through our previous RNA-seq in *lncRNA-CR33942-*overexpressing flies infected with *Micrococcus luteus*. To explore the effect of *lncRNA-CR33942* on the Imd pathway, we examined the expression levels of *Dpt* and *AttA*, two marker AMPs of the Imd pathway, in *lncRNA-CR33942*-overexpressing, *lncRNA-CR33942*-RNAi, and *lncRNA-CR33942* + *lncRNA-CR33942*-RNAi co-overexpressing flies at different time points (0, 6, and 12 h) after *E. coli* infection. Our results showed that the expression of *lncRNA-CR33942* in *lncRNA-CR33942*-overexpressing flies was approximately 60 fold than the control flies (**Figure 1**). Furthermore, the expression of *AttA* in *lncRNA-CR33942*-overexpressing flies was significantly upregulated compared to that in control flies at 6 and 12 h after *E. coli* infection, while the expression of *Dpt* was also significantly increased at 6 h post-infection (**Figure 1C**). In *lncRNA-CR33942*-RNAi flies with a 60% decrease in *lncRNA-CR33942* expression, *AttA* expression was dramatically inhibited post-infection, and *Dpt* expression was also markedly downregulated at 12 h post-infection (**Figures 1E, F**). Remarkably, the knockdown of *lncRNA-CR33942* seemed to block the induction of *AttA* from infection, and the expression level of *AttA* declined several hundred times compared to that in the control flies. To exclude the false-positive result of overexpression of *lncRNA-CR33942*, we constructed *lncRNA-CR33942* rescued flies (*lncRNA-CR33942 + lncRNA-CR33942-RNAi* co-overexpressing flies) with an approximately 20 fold upregulation of *lncRNA-CR33942* expression (**Figure 1**). The expression of *AttA* at 12 h post-infection and the expression of *Dpt* at 6 h post-infection were also significantly enhanced (**Figures 1I**). However, *lncRNA-CR33942* did not influence AMP expression under physiological conditions (0 h). Overall, these results indicate that *lncRNA-CR33942* can fine-tune AMP production in response to *E. coli* invasion, suggesting that it may regulate the *Drosophila* Imd pathway.

**Figure 1:**
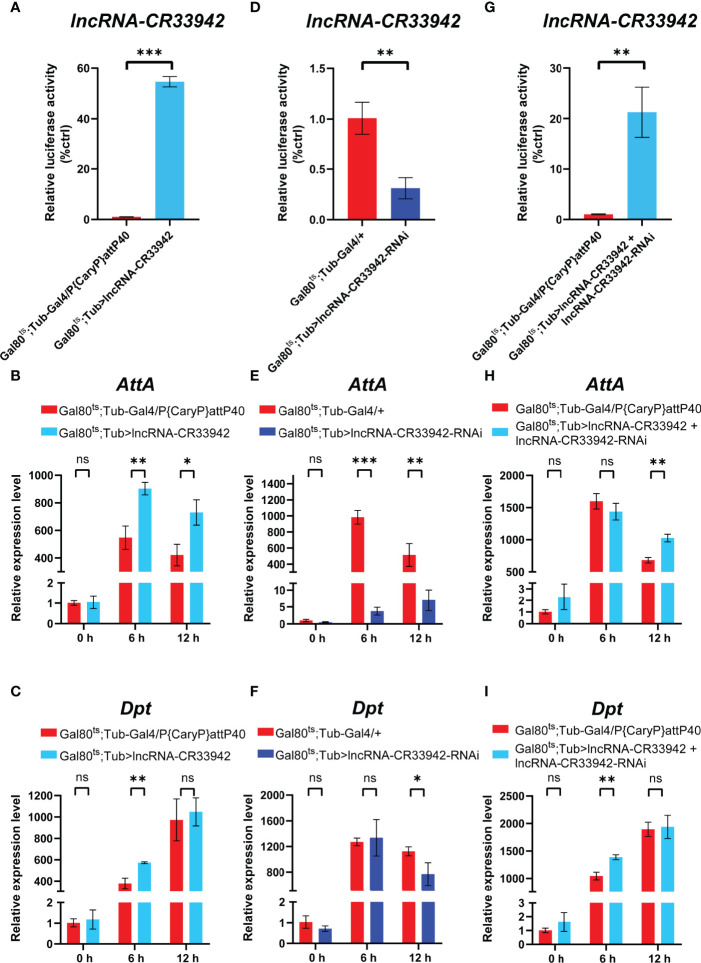
*lncRNA-CR33942* regulates Imd pathway AMPs after *Escherichia coli* infection. The expression levels of *lncRNA-CR33942* **(A, D, G)**, *AttA* **(B, E, H)** and *Dpt* **(C, F, I)** in *lncRNA-CR33942*-overexpressing flies, *lncRNA-CR33942*-RNAi flies, and *lncRNA-CR33942* + *lncRNA-CR33942*-RNAi co-overexpressing flies at different time points (0, 6, and 12 h) after *E. coli* infection. *P < 0.05; **P < 0.01; ***P < 0.001; ns, not significantly different from the control.

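Adult males aged 3 to 5 d of both genotypes were reared at 18°C, moved to 29°C for more than 24 h to release the Gal4 driver from Gal80ts, a temperature-sensitive repressor, and collected 12 h after *E. coli* infection. The overexpressing flies (Gal80ts; Tub>lncRNA-CR33942) and the control flies (Gal80ts; Tub-Gal4/P{CaryP}attP40) gave 3 libraries each. The authors aligned the paired-end reads with Hisat2, counted reads per gene with FeatureCounts and deposited 1 table of 15656 genes. Its values were not FPKM, as the table is named, but read counts divided by 1 size factor per library. Multiplied by that factor, 100% of the values of each library were whole numbers within a tolerance of 0.01, and the factors equalled the median-of-ratios size factors of those reads. The recovered totals were 17818491, 16894595 and 19423287 reads in the control libraries (median 17818491) and 17847544, 17400880 and 18792130 in the overexpression libraries (median 17847544). The factors lay between 0.931 and 1.06, so depth differed little between the groups. From there, log2(normalized count + 1) was compared between the groups with limma, with an intensity trend and Benjamini-Hochberg adjustment. The 13196 genes with a mean of at least 0.5 FPKM over the 6 libraries, computed from the recovered reads and the deposited gene lengths, were tested. Fold changes are on this log2 scale, which understates the change of genes with few reads.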

To further confirm the regulatory function of *lncRNA-CR33942* in the *Drosophila* Imd pathway, we performed transcriptome sequencing of *lncRNA-CR33942*-overexpressing and control flies 12 h after *E. coli* infection. DEGs were identified with an adjusted *P* < 0.05. The sequencing results revealed 368 upregulated and 635 downregulated DEGs, while the remaining 14,653 genes were not differentially expressed (**Figure 2**). 

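lncRNA-CR33942, listed in the table under its older symbol pncr016:2R, checks the genotypes of the libraries. It had 4636 ± 244 normalized counts in the overexpressing flies and 197 ± 17.1 in the control flies (SD, n = 3 each), a log2 fold change of 4.55 (standard error 0.072, adjusted p = 8.43e-13 from limma). Every overexpression library lay above every control library. Reads of the transgene and of the endogenous gene are not told apart by this count. Over the 13196 genes tested, limma gave 420 upregulated and 691 downregulated DEGs at an adjusted p under 0.05, and 12085 genes were not called. The groups did not overlap for 1094 of these DEGs. They did not overlap for 27.3% of all genes tested, where chance gives 10% for 3 libraries against 3. Of the calls in the authors' deposited table, 339 upregulated and 600 downregulated genes were called in the same direction by limma. DESeq2 run on the recovered reads of every gene, an alternative chosen after the data were seen, gave 367 upregulated and 631 downregulated DEGs. At the same threshold, limma without the intensity trend moved the numbers most and called 94 upregulated and 99 downregulated genes. Upregulated DEGs numbered 201 without control replicate 1, 235 without control replicate 3 and 279 without overexpression replicate 1, and downregulated DEGs 328, 394 and 519. With reads scaled to the library total, an alternative also chosen after the data were seen, 632 genes were upregulated and 503 downregulated, so that 55.7% of the calls were upward against 37.8% with the deposited scaling. With at least a 2-fold change, 82 upregulated and 64 downregulated DEGs were left.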

The enrichment and annotation of biological processes (BP) for the 368 upregulated DEGs mainly focused on defense, immunity, and response to stimuli (**Figure 2**). 

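The KEGG pathway list was not used here. In its place stood a list fixed before the data were examined. It was made of antimicrobial peptide genes (AMPs), peptidoglycan recognition protein genes (PGRPs) and signalling genes of the Toll and Imd pathways. The values drawn in Figure 2 had been seen by then. The list holds all 17 genes drawn at the Toll and Imd node there, so it is not fully independent of these libraries. Of its 73 genes tested, 49 were higher in the overexpressing flies, 21 were upregulated DEGs and 1, GNBP3, was a downregulated DEG. Adjusted over the list alone, 29 were upregulated. Without control replicate 1, 11 of the 73 were upregulated. Upregulated DEGs were more frequent in the list than among the other genes tested. The odds ratio was 12.9 (two-sided Fisher's exact test over genes, which are not independent, p = 5.22e-15). Without overexpression replicate 3 the odds ratio was 27.5. Without the intensity trend it was 8.39, and of the 73 genes 4 were upregulated, namely AttC, PGRP-SC1a, PGRP-SC1b and PGRP-SC2. Of the 30 AMPs and PGRPs tested, 17 were upregulated (odds ratio 41.4, two-sided Fisher's exact test over genes, again not independent, p = 2.1e-18). Without control replicate 1 there were 10, and without overexpression replicate 1 there were 11. Of the 43 signalling genes, 4 were upregulated, namely Rel, pirk, Diap2 and spirit, of which only spirit lies on the X chromosome. Without control replicate 1 a single one of them was called, without control replicate 3 or overexpression replicate 2 there were 2, and without overexpression replicate 3 there were 7. All 17 genes drawn at the Toll and Imd node of Figure 2D were higher in the overexpressing flies, apart from Drs with quantile normalization (-0.022), and limma called 14 of them upregulated, or 9 without control replicate 1 and 3 without the intensity trend. The other 3 were Drs, spz and PGRP-LF, with adjusted p-values of 0.139, 0.0552 and 0.0821. These 17 genes were picked by the study from the same libraries and are not independent evidence. The number of DEGs that the paper's text gives for these pathways differs from the 17 drawn. Of the 22 tested genes drawn at the other nodes, 21 were upregulated, or 12 without control replicate 1, 13 without overexpression replicate 2 and 4 without the intensity trend.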

Remarkably, the upregulated DEGs were only significantly enriched in the Toll and Imd signaling pathways (**Figure 2**), and 13/16 DEGs were AMPs and peptidoglycan recognition proteins (PGRPs) (**Figure 2**). Considering that enrichment analysis with DEGs is biased, the overall pathway situation cannot be considered. We also used the GSEA algorithm to detect the expression of all the genes in the pathway (51). The results showed that the Toll and Imd signaling pathways were significantly enhanced in *lncRNA-CR33942*-overexpressing flies after infection with NES=1.34 and normal P value=0.000 (**Figure 2**). These results are consistent with the detection of AMPs, confirming that *lncRNA-CR33942* positively regulates the *Drosophila* Imd pathway.

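The lists used next were fixed before the data were examined, but after Figure 2 had been seen. Set tests were run with limma's camera, which compares the genes of a list with all other genes tested. With its preset correlation of 0.01 between genes, the 73 Toll and Imd genes ranked higher in the overexpressing flies (two-sided p = 1.09e-07, adjusted over 3 lists 1.09e-07). The median log2 fold change of this list was only 0.13 and its mean 0.28. The 18 AMPs had a median of 0.43 (adjusted p = 3.75e-10 from limma's camera) and 16 of them were higher. The 12 PGRPs had a median of 0.49 (adjusted p = 3.45e-10 from limma's camera) and 11 were higher. With the correlation estimated from the libraries, none of the 3 lists passed an adjusted p of 0.05 (0.134 for the Toll and Imd genes and for the AMPs, 0.118 for the PGRPs, camera in limma). All 3 passed with limma's fry, with adjusted p-values of 0.0411, 0.0411 and 0.0115 in the same order. When all genes were ranked by the signal-to-noise ratio, as GSEA does, fgsea gave the Toll and Imd list a normalized enrichment score of 2.41, with permutation of genes and not of libraries.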

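AttA had 6546 ± 661 normalized counts in the overexpressing flies and 4931 ± 959 in the control flies (SD, n = 3 each), a log2 fold change of 0.42 (standard error 0.11, adjusted p = 0.034 from limma). The call was lost without control replicate 1 or 3 and without overexpression replicate 1 or 3, with log2 fold changes from 0.30 to 0.57 as each library was left out. In the authors' deposited table AttA was not called (adjusted p = 0.189). Dpt had 121953 ± 16368 normalized counts against 96686 ± 8469, a log2 fold change of 0.33 that did not pass the threshold (standard error 0.11, adjusted p = 0.085 from limma), and the groups overlapped. The authors' deposited table called it upregulated (adjusted p = 0.0023), as did limma voom on the recovered reads. Larger rises were found for AttB (log2 fold change 0.82), AttC (0.83), AttD (0.80), CecA1 (0.99), CecA2 (1.33), CecB (0.99) and Def (1.42), all upregulated. Some of these calls were lost when 1 library was left out, which also leaves fewer samples. Without control replicate 1 AttD (0.65), CecA1 (0.77) and CecA2 (0.92) lost theirs. Without overexpression replicate 1 CecA1 (0.92), CecA2 (1.32) and CecB (0.91) did, and without overexpression replicate 2 CecA2 (1.06). Without the intensity trend AttA and each of these 7 apart from AttC lost the call, as did CecA1, CecA2 and CecB with DESeq2. CecA1 and CecA2 were not called in the authors' deposited table (adjusted p = 0.0594 and 0.0922). DptB (0.18), Dro (0.12), CecC (0.28) and Mtk (-0.018) were not called, except DptB (0.28) and CecC (0.47) without overexpression replicate 3. Among the PGRPs, PGRP-SC2 rose by 0.63 (adjusted p = 0.000194 from limma) and PGRP-SD by 0.65 (adjusted p = 0.000376 from limma), the latter a call lost without the intensity trend. PGRP-SC1a and PGRP-SC1b rose by 2.04 and 1.32 from 4.96 and 27.1 normalized counts, and how the counting treated reads shared by near-identical genes such as these, CecA1 and CecA2, or AttA and AttB is not given in the sources used here. Rel itself rose by 0.46 (adjusted p = 0.0115 from limma), a call lost without control replicate 1 (0.37) or the intensity trend. For any single gene, 3 libraries against 3 cannot give an exact two-sided permutation p below 0.1. Of the 21 upregulated genes of the list, 20 lie on autosomes, while 12.2% of the tested genes of the X chromosome and 7.7% of those of the autosomes were DEGs. From the enrichment and the GSEA together with the AMP measurements of Figure 1, the paper concludes that lncRNA-CR33942 positively regulates the Imd pathway.

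**Figure D1:**
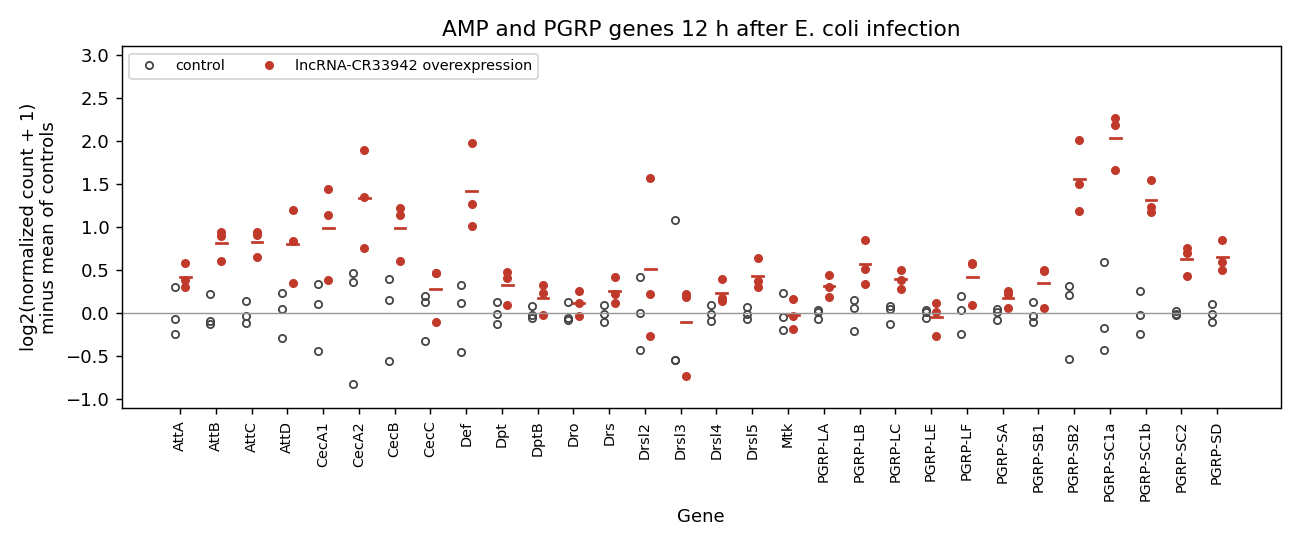
Values of log2(normalized count + 1) of the 30 AMP and PGRP genes tested, each minus the mean of the control libraries of that gene, with the 3 control libraries as open circles, the 3 overexpression libraries as filled circles and the means of the latter as short lines. Of these genes, 17 were upregulated, and the mean of PGRP-SC1a lay highest at 2.04.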

**Figure 2:**
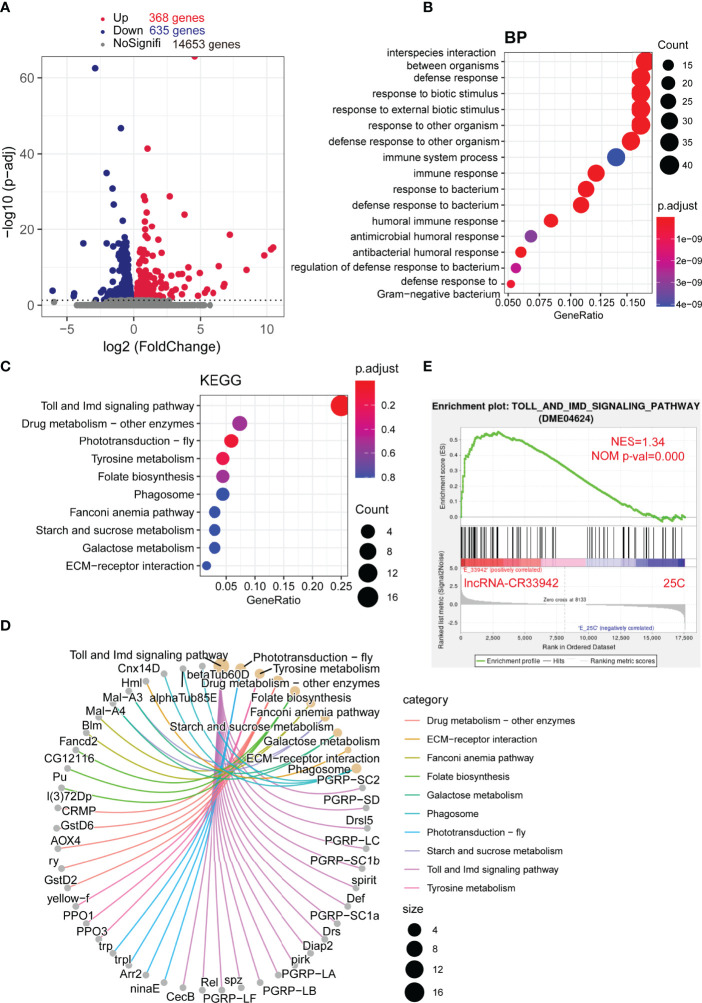
Enrichment analysis of DEGs in the *lncRNA-CR33942*-overexpressing flies after infection with *Escherichia coli*. **(A)** Volcano map shows DEGs between *lncRNA-CR33942*-overexpressing and control flies after *E. coli* infection. Red: upregulated DEGs (adjusted *P* < 0.05); blue: downregulated DEGs (adjusted *P* < 0.05). **(B)** Bubble chart shows biological process (BP) enrichment analysis of upregulated DEGs. **(C)** Bubble chart shows the KEGG pathway enrichment analysis of upregulated DEGs. **(D)** Network chart displays the KEGG pathway enrichment analysis and corresponding upregulated DEGs. **(E)** GSEA of the RNA-seq data between the *lncRNA-CR33942*-overexpressing and control flies.

### *LncRNA-CR33942* Promotes Relish Binding to the AMPs Promoter *via* Interaction

To explore how *lncRNA-CR33942* positively regulates the *Drosophila* Imd signaling pathway, we analyzed the results of GSEA and DEGs in the RNA-seq data. GSEA showed that 39.39% of AMPs and 33.33% of PGRPs were core enriched in the Toll and Imd signaling pathways (**Figure 3**). Similarly, DEGs of the Toll and Imd signaling pathways contained 31.25% AMPs and 50% PGRPs (**Figure 3**). 

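All genes were ranked by the signal-to-noise ratio. The leading edge of the list fixed before the data were examined, but after Figure 2 had been seen, held 32 of its 73 genes. Of these, 14 were AMPs (43.75%) and 10 were PGRPs (31.25%). Ranked by limma's moderated statistic, the leading edge held 30 genes, of which 12 were AMPs (40%) and 11 were PGRPs (36.7%). The signalling genes pirk, Rel, spirit, spz, nec, imd and Diap2 were in both leading edges.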

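Among the 21 upregulated DEGs of that list, 9 were AMPs, a share of 42.9% (95% Wilson interval 24.5% to 63.5%), and 8 were PGRPs, a share of 38.1% (20.8% to 59.1%). The intervals cover the error of counting 21 genes only. Without control replicate 1, 5 AMPs and 5 PGRPs were among 11 upregulated DEGs of the list, and without overexpression replicate 1, 5 AMPs were among 14. The PGRP share moved most without the intensity trend, where 3 of 4 upregulated genes of the list were PGRPs (75%) and 1 was an AMP (25%).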

AMPs and PGRPs were mainly transcribed by NF-κB proteins (52–55). Considering that *lncRNA-CR33942* functions in the nucleus and interacts with Dif/Dorsal to promote transcription, we speculated that *lncRNA-CR33942* interacts with Relish to regulate AMP transcription (44). To test this hypothesis, the RPISeq website was used to predict the interaction between Relish and *lncRNA-CR33942*, with the known interaction pair of *roX2* and msl-2 as a positive control (56, 57). The predicted interaction probability score of Relish and *lncRNA-CR33942* was nearly consistent with those of the interaction pairs of *roX2* and msl-2 (**Figure 3**). In addition, the results of RIP-qPCR experiments showed that the enrichment fold of Flag-Rel68 for lncRNA-CR33942 was approximately 60 times that of the control group, which further confirmed their interaction (**Figure 3**). Since the NF-κB transcription factor Relish mainly activates the transcription of AMPs, ChIP-qPCR and dual-luciferase reporter assays were performed to investigate how *lncRNA-CR33942* influences the transcriptional regulatory function of Relish. The results of ChIP-qPCR revealed that the enrichment fold on the promoter of *AttA* and *Dpt* using anti-Flag was nearly 40 times that of anti-IgG, whereas the enrichment fold was further significantly enhanced after *lncRNA-CR33942* overexpression (**Figure 3**). Similarly, the dual-luciferase reporter assay showed that Rel68 could promote *AttA* and *Dpt* promoter activity, which were further significantly enhanced after *lncRNA-CR33942* overexpression (**Figure 3**). In summary, these results suggest that *lncRNA-CR33942* interacts with Relish to promote its binding to the AMP promoter, thereby enhancing AMP expression.

**Figure 3:**
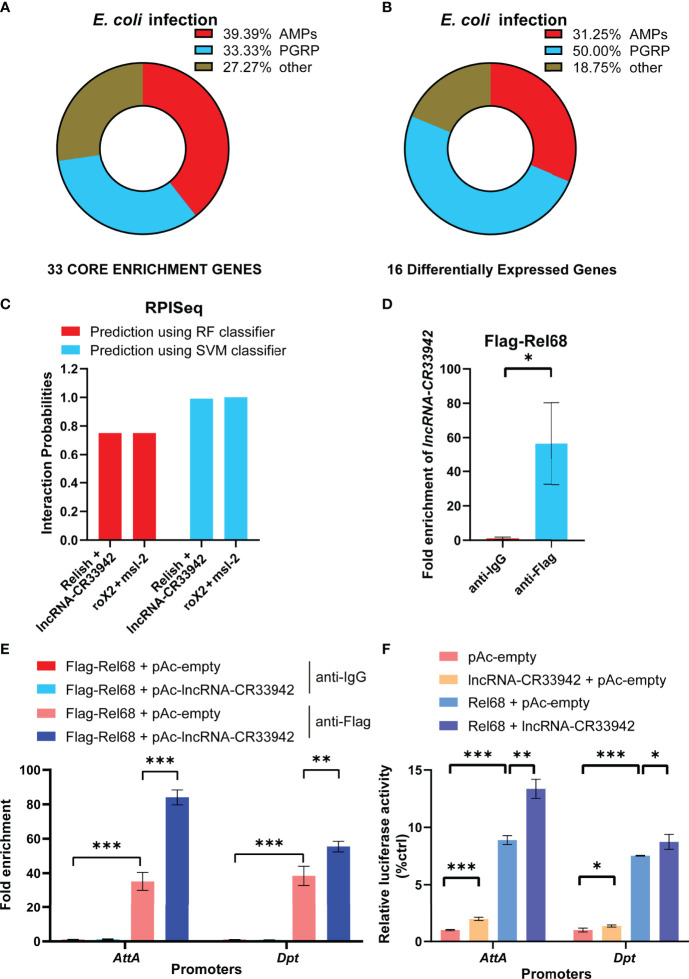
*lncRNA-CR33942* promotes Relish binding to the AMPs promoter *via* interaction. Classification analysis was performed on 33 core enriched genes from GSEA results **(A)** and 16 DEGs **(B)**. **(C)** Predicted scores for interaction potential of *lncRNA-CR33942* with Relish *via* RPISeq databases. **(D)** *lncRNA-CR33942* enrichment fold was measured by RIP-qPCR using anti-Flag antibody to immunoprecipitate overexpressed Flag-Rel68 in S2 cells. **(E)** ChIP-qPCR was performed on *lncRNA-CR33942*-overexpressing S2 cells with Flag-Rel68 overexpression normalized to control expression levels. **(F)** The dual-luciferase reporter assays were performed to detect the transcriptional activity of Rel68 on *Dpt* and *AttA* promoters with or without *lncRNA-CR33942* overexpression or only overexpressing *lncRNA-CR33942*. *P < 0.05; **P < 0.01; ***P < 0.001.

### Relish Directly Activates the Transcription of *lncRNA-CR33942*

To analyze the critical role of *lncRNA-CR33942* in the Imd pathway, we focused on the regulation of *lncRNA-CR33942* in the *Drosophila* Imd immune response. We found the motif of *Relish* at -60 to -50 bp upstream of the TSS site of *lncRNA-CR33942* using FIMO (https://meme-suite.org/meme/tools/fimo) and PROMO (http://alggen.lsi.upc.es/cgi-bin/promo_v3/promo/promoinit.cgi?dirDB=TF_8.3/) website with default parameters (**Figure 4**). In addition, we downloaded the ChIP-seq data of Rel-N-GFP from the ENCODE database (https://www.encodeproject.org/) and visualized the peak using IGV 2.9.4. An evident peak from the ChIP-seq of Rel-N-GFP was enriched in the promoter region of *lncRNA-CR33942* (**Figure 4**). To further confirm the authenticity of Relish binding to the lncRNA-CR33942 promoter, ChIP-qPCR was performed using S2 cells overexpressing Flag-Rel68. The results showed that the enrichment fold of the lncRNA-CR33942 promoter was approximately 30-fold higher than that of anti-IgG, which was close to the 40-fold enrichment fold of the positive control *Dpt* promoter (**Figure 4**). To investigate the function of Relish binding directly to the *lncRNA-CR33942* promoter, we examined the expression levels of *lncRNA-CR33942* in Rel68 overexpressing and Relish-RNAi flies using RT-qPCR. As expected, *lncRNA-CR33942* expression was significantly upregulated in Rel68-overexpressing flies and significantly downregulated in Relish-RNAi flies compared to the controls (**Figure E**). Furthermore, similar results were confirmed using dual-luciferase reporter assays. First, we cloned the *lncRNA-CR33942* promoter region into the pGL3-basic plasmid and detected its promoter activity (**Figure 4**). After Rel68 overexpression, the activity of the *lncRNA-CR33942* promoter significantly increased (**Figure 4**). These results indicated that Relish could directly bind to the *lncRNA-CR33942* promoter and promote its expression.

**Figure 4:**
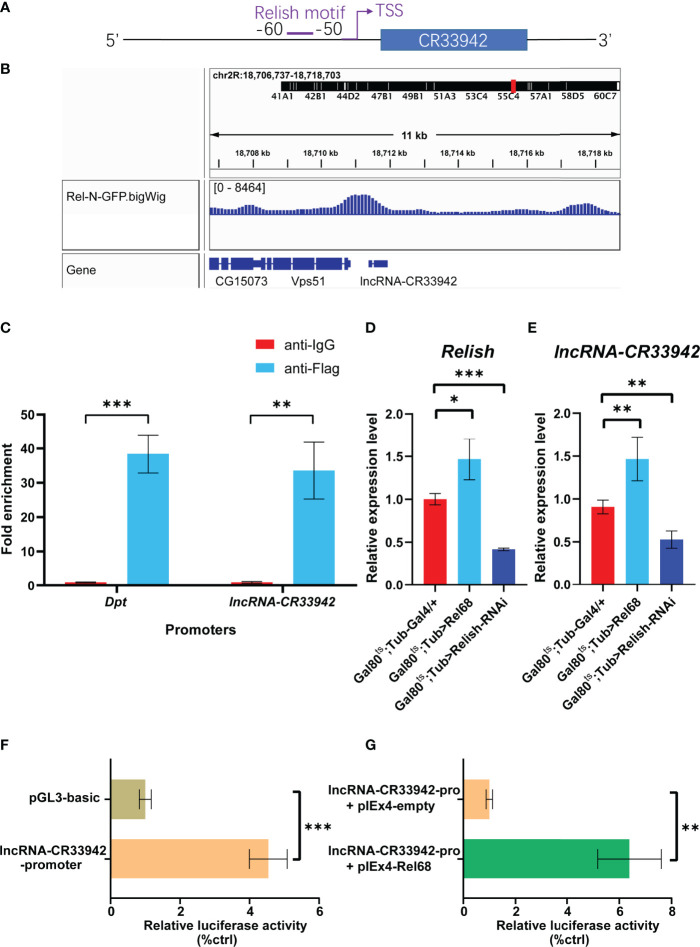
Relish directly activates the transcription of *lncRNA-CR33942*. **(A)** Schematic diagram of Relish motif in the lncRNA-CR33942 promoter region. **(B)** ChIP-seq visualization of Rel-N-GFP using IGV. **(C)** ChIP-qPCR was performed in Flag-Rel68 overexpressing S2 cells normalized to control expression levels. The expression levels of *Relish* **(D)** and *lncRNA-CR33942* **(E)** in Rel68 overexpressing and Rel68-RNAi flies. **(F, G)** The dual-luciferase reporter assays were performed to detect the activity of the *lncRNA-CR33942* promoter with or without Rel68 overexpression. *P < 0.05; **P < 0.01; ***P < 0.001.

### Relish Promotes *lncRNA-CR33942* Transcription to Enhance Imd Immune Response

To determine whether Relish could promote the transcription of *lncRNA-CR33942* to regulate the Imd pathway *in vivo*, we constructed Rel68 overexpressing and Rel68 + *lncRNA-CR33942*-RNAi co-overexpressing flies and detected the expression of *Relish* and *lncRNA-CR33942* in these flies to ensure a successful construction (**Figure 5B**). The expression levels of *Dpt* and *AttA* were examined in Rel68 overexpressing, Rel68 + *lncRNA-CR33942*-RNAi co-overexpressing, and control flies at 12 h post-infection and no infection. In the absence of infection, *AttA* and *Dpt* expression levels were significantly upregulated approximately 40-fold and 400-fold, respectively, in Rel68-overexpressing flies compared with the controls, and significantly decreased in Rel68 + *lncRNA-CR33942*-RNAi co-overexpressing flies (**Figure 5D**). At 12 h after *E. coli* infection, the expression levels of both *AttA* and *Dpt* in Rel68 overexpressing flies were approximately 4-fold higher than those in controls, while the expression levels of *AttA* and *Dpt* in Rel68 + *lncRNA-CR33942*-RNAi co-overexpressing flies were significantly downregulated compared to those in Rel68 overexpressing flies (**Figure 5F**). Remarkably, we investigated the survival of these flies following septic injury by the lethal Gram-negative bacterium *E. cloacae*. Similar to the RT-qPCR results, the results showed that the survival rate of Rel68-overexpressing flies with the highest AMP levels was significantly prolonged. In contrast, the survival rate and AMP levels of Rel68 + *lncRNA*-*CR33942*-RNAi co-overexpressing flies were notably decreased compared with Rel68-overexpressing flies (**Figure 5**). Overall, these results suggested that Relish can activate *lncRNA-CR33942* transcription to enhance deficient immune responses and help extend the *Drosophila* survival rate.

**Figure 5:**
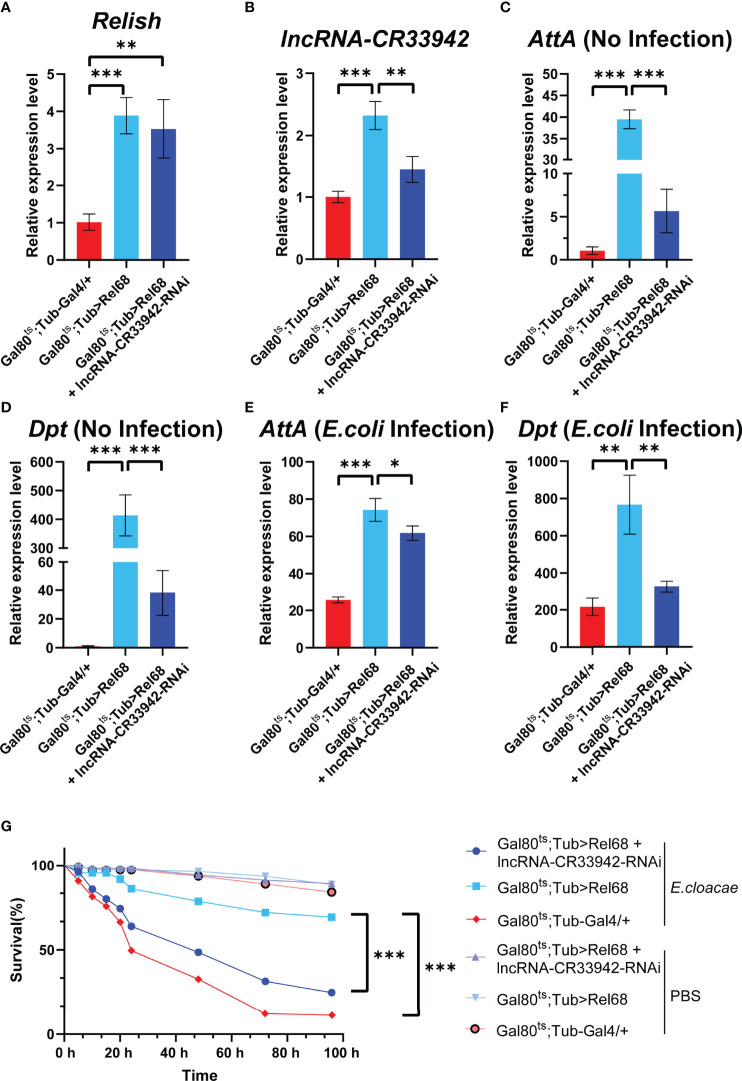
Relish promotes *lncRNA-CR33942* transcription to enhance Imd immune response. The expression levels of *Relish* **(A)** and *lncRNA-CR33942* **(B)** in Rel68 overexpressing and Rel68 + *lncRNA-CR33942*-RNAi co-overexpressing flies. *AttA* and *Dpt* expression levels in Rel68 overexpressing and Rel68 + *lncRNA-CR33942*-RNAi co-overexpressing flies with no infection **(C, D)** and 12 h post-infection **(E, F)**. **(G)** Changes in the survival rate of the Rel68 overexpressing, Rel68 + *lncRNA-CR33942*-RNAi co-overexpressing, and control flies were measured at 96 h after being treated with PBS or *Enterobacter cloacae. Gal80^ts^; Tub-Gal4/+* - PBS (n = 109), *Gal80^ts^; Tub> Rel68* - PBS (n = 107), *Gal80^ts^; Tub> Rel68 + lncRNA-CR33942-RNAi* - PBS (n = 104), *Gal80^ts^; Tub-Gal4/+* - *E. cloacae* (n = 107), *Gal80^ts^; Tub> Rel68* - *E. cloacae* (n = 109), *Gal80^ts^; Tub> Rel68 + lncRNA-CR33942-RNAi* - *E. cloacae* (n = 105). *P < 0.05; **P < 0.01; ***P < 0.001.

### Relish/*lncRNA-CR33942*/AMPs Regulatory Axis Contributes to *Drosophila* Imd Immune Response

To further explore the physiological function of the Relish/*lncRNA-CR33942*/AMPs regulatory axis, we monitored the dynamic expression of *Relish*, *lncRNA-CR33942*, *Dpt*, and *AttA* in wild-type flies (*w^1118^*) at different time points (0, 3, 6, 12, 24, and 48 h) after *E. coli* infection. The results showed that *Dpt* expression was significantly upregulated at 6 h after *E. coli* infection compared with the PBS-injected flies and reached a peak at 12 h, reaching approximately 1000-fold that of uninfected flies, and then decreased to close to the original level at 48 h (**Figure 6**). Similar to *Dpt*, the dynamic expression level of *AttA* was significantly increased at each time point after infection compared to the control, but the peak reached approximately 400 times that of uninfected cells at 6 h after infection (**Figure 6**). In contrast, the expression level of the transcription factor *Relish* had reached a peak at 3 h post infection and then decreased (**Figure 6**). The dynamic expression level of *lncRNA-CR33942* was similar to that of *AttA*, except that the peak at 6 h was four times that of the control (**Figure 6**).

**Figure 6:**
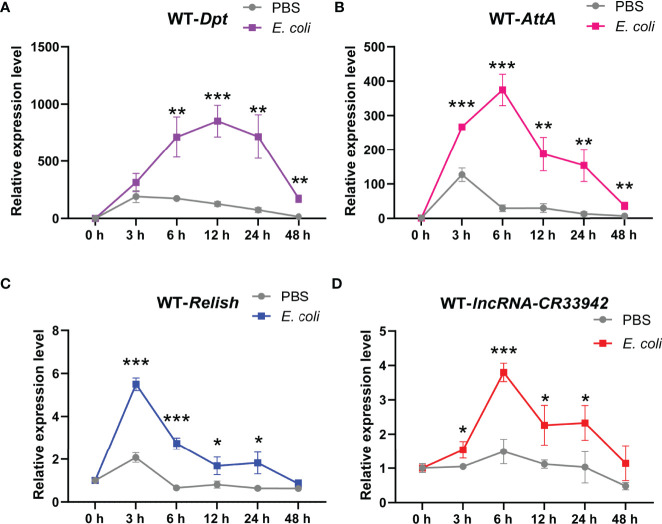
The Relish/*lncRNA-CR33942*/AMPs regulatory axis contributes to the *Drosophila* Imd immune response. The expression levels of *Dpt* **(A)**, *AttA* **(B)**, *Relish* **(C)**, and *lncRNA-CR33942* **(D)** in wild-type flies (*w^1118^*) at different time points (0, 3, 6, 12, 24, and 48 h) after *Escherichia coli* infection. *P < 0.05; **P < 0.01; ***P < 0.001.

Based on the above results, we proposed a regulatory paradigm for the Relish/*lncRNA-CR33942*/AMP axis in response to the Imd pathway. First, upon attack by Gram-negative bacteria, the Imd pathway is activated, and Relish enters the nucleus to activate the transcription of AMPs and simultaneously promote the expression of *lncRNA-CR33942*. Next, *lncRNA-CR33942* would guide further binding of Relish to the AMP promoters, thereby enhancing the insufficient Imd immune response and maintaining immune homeostasis (**Figure 7**).

**Figure 7:**
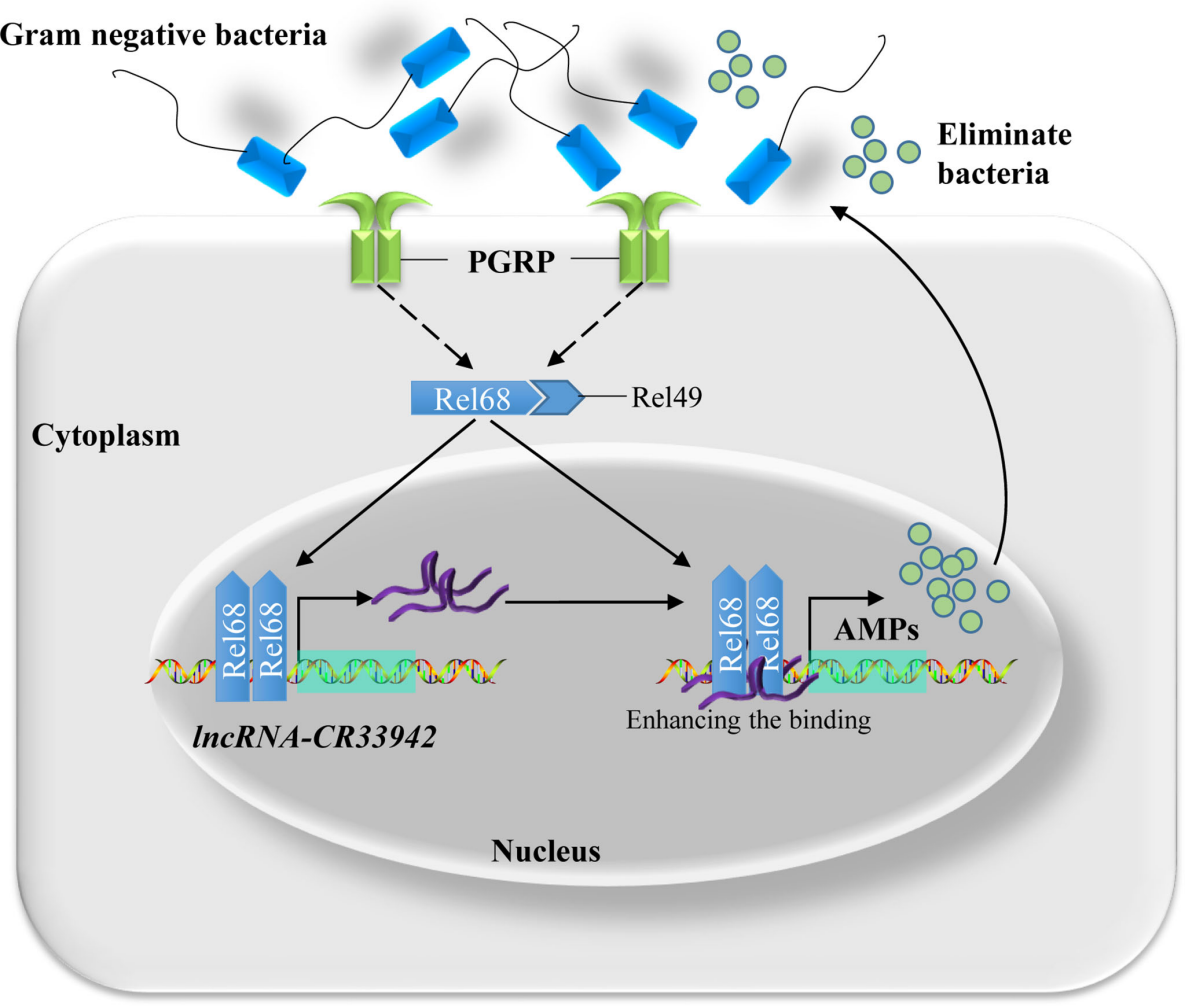
Schematic diagram of Relish-mediated *lncRNA-CR33942* enhancing *Drosophila* Imd immune response and maintaining immune homeostasis. Gram-negative bacteria activated the Imd signaling pathway, and transcription factor Relish entered the nucleus to promote the expression of AMPs and *lncRNA-CR33942*. The latter interacted with Relish and enhanced its binding to the AMP promoters, which in turn strengthen the insufficient immune response and maintaining immune homeostasis.

## Discussion

The duration and strength of innate immunity need to be tightly regulated because it can be detrimental to the host and can lead to death (58, 59). lncRNAs are a class of heavily transcribed RNAs but lack translatable ORFs and play important regulatory functions in innate immunity. For example, in the differentiation and development of immune cells, lncRNA-H19 (60), lncRNA-Xist (61), lncRNA-HSC1, and lncRNA-HSC2 (62) can regulate quiescence and self-renewal of hematopoietic stem cells. In addition, lncRNA-DC (63) and lncRNA-Morrbid (64) help differentiate into specific myeloid cells. However, the functions and mechanisms of lncRNAs in *Drosophila* innate immunity and their dynamic expression patterns are still poorly understood. In this study, we investigated how *lncRNA-CR33942* positively regulates the *Drosophila* Imd pathway and the dynamic regulatory mechanism of the relish/lncRNA-CR33942/AMP regulatory axis in Imd immune homeostasis. Together with previous study revealing the effect of *lncRNA-CR33942* on the Toll pathway, the regulator mechanism of *lncRNA-CR33942* in *Drosophila* innate immunity was further clarified (44). This further enriched our understanding of lncRNA regulation in *Drosophila* immune homeostasis.

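In the deposited table, the gene spans 18711391 to 18711951 on the plus strand of chromosome arm 2R and is annotated as a lincRNA, with positions that match release 6 of the genome. Its nearest listed neighbour, on the minus strand from 18708152 to 18710865, is listed as CG15087, the older symbol of Vps51, and lies 526 bases away. That neighbour had 345 ± 39.5 normalized counts in the overexpressing flies and 364 ± 14.6 in the control flies (SD, n = 3 each) 12 h after *E. coli* infection, a log2 fold change of -0.081 (standard error 0.094, adjusted p = 0.673 from limma). The gene overlaps CG15073 on the other strand from 18708152 to 18708226. The count within that stretch is uncertain, because the use of the strand in counting is not given in the sources used here. On the other side, Hs3st-A begins 6163 bases away and changed by 0.12 (standard error 0.078, adjusted p = 0.401 from limma).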

*LncRNA-CR33942*, as an intergenic lncRNA, is located beside the protein-coding gene *Vps51* (genomic loci 2R:18,711,391.18,711,951 [+]) and has not been well studied to date. We found the data in FlyAtlas showed that the most abundant distribution site of *lncRNA-CR33942* was the fat body of larvae and adults, which is a crucial immune organ in *Drosophila* (65). In addition, upregulated DEGs in *lncRNA-CR33942*-overexpressing flies after infection were only significantly enriched in the Toll and Imd signaling pathways, and *lncRNA-CR33942* was positively correlated with AMP expression (**Figures 1, 2C**). These results confirmed that *lncRNA-CR33942* positively regulates the *Drosophila* Imd immune response. Notably, only lncRNA-VINR has been reported to regulate the *Drosophila* Imd pathway AMPs (41). IBIN, which is upregulated several hundred-fold upon *M. luteus* infection and is thought to regulate innate immunity and metabolism but was later identified as an encoding gene (66, 67). In contrast, the expression levels of *lncRNA-CR33942* increased several-fold after infection with *E. coli*, unlike the hundred-fold increase in AMPs (**Figure 6**). This suggests that *lncRNA-CR33942* is more likely to function as a regulator than as an effector.

The *Drosophila* Toll and Imd signaling pathways are crucial humoral immune pathways against Gram-positive bacterial/fungal and Gram-negative bacterial invasion, respectively, and are highly conserved with the mammalian TLR and TNFR signaling pathways (2, 68, 69). Our results implied that *lncRNA-CR33942* could regulate both pathways and influence various AMPs in response to different pathogens. Notably, the regulation of different AMPs by *lncRNA-CR33942* was different. For example, the expression level of *AttA* was decreased by hundreds of times in infected *lncRNA-CR33942*-RNAi flies and was increased two-fold in *lncRNA-CR33942*-overexpressing flies, whereas *Dpt* was fine-tuned (**Figure 1**). We speculated that the different regulatory functions of *lncRNA-CR33942* on different AMPs may be because *lncRNA-CR33942* affects the binding ability of Relish to the AMP promoter. Although the Toll and Imd pathways respond to different pathogens, some of their components, such as the NF-κB transcription factors Dif/Dorsal and Relish, are highly homologous. Therefore, mechanistically, *lncRNA-CR33942* can interact with the NF-κB transcription factors of both pathways to promote AMP transcription, thereby enhancing the *Drosophila* Toll and Imd pathways in response to the invasion of various pathogens.

NF-κB is one of the most important transcription factors in the immune response and understanding how NF-κB regulates lncRNAs can reveal the dynamic regulatory mechanism of lncRNAs in immune processes and their important role in promoting immune homeostasis. However, regulation of lncRNA transcription by NF-κB has mainly been studied in mammals. For example, NF-κB promotes the expression of lncRNA-FIRRE to regulate expression of inflammatory genes (70). In addition, NF-κB-induced lincRNA-Cox2 acts as a co-activator of NF-κB to regulate late-stage inflammatory genes in macrophages (71). However, most of these studies were from immune cell lines, and systematic studies *in vivo* were lacking. Therefore, we systematically explored the immune regulatory axis of Relish/*lncRNA-CR33942*/AMPs in *Drosophila*, which broadens our understanding of innate immune regulation and maintenance of homeostasis.

In conclusion, we revealed the mechanism by which the NF-κB transcription factor Relish-induced *lncRNA-CR33942* regulates Imd immune responses and maintains immune homeostasis. Briefly, once invaded by Gram-negative bacteria, the Imd pathway is activated, and Relish is cleaved into the nucleus to facilitate *lncRNA-CR33942* transcription. *lncRNA-CR33942* further interacted with Relish to enhance the binding of Relish to AMP promoters, thereby enhancing the *Drosophila* Imd immune response and maintaining immune homeostasis (**Figure 7**). Our study not only discovered a novel Relish/*lncRNA-CR33942*/AMP regulatory axis, but also has important guiding significance for elucidating the complex regulatory mechanism of the innate immune response in animals.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE198991.

## Author Contributions

HZ, SW, RL, SL, and PJ were mainly responsible for experimental design. HZ, SW, and LL were responsible for experiment implementation and data analysis. HZ and PJ wrote the article. RL, SL, and PJ were responsible for providing fund support. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the National Natural Science Youth Foundation of China (No. 32100390), the National Natural Science Youth Foundation of China (No. 31802015), and a project funded by the Priority Academic Program Development of Jiangsu Higher Education Institute.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Drosophila Relish Activating lncRNA-CR33942 Transcription Facilitates Antimicrobial Peptide Expression in Imd Innate Immune Response
**Source:** Front Immunol. 2022 Jun 2;13:905899. doi: 10.3389/fimmu.2022.905899
**Supplement:** Supplementary file 1

**Supplementary Table 1. Primers used in the study:**

| Name | Primer sequence(5’ – 3’) |
| --- | --- |
| rp49-qF | GACGCTTCAAGGGACAGTATCTG |
| rp49-qR | AAACGCGGTTCTGCATGAG |
| ChIP-Dpt-qF | TCCCCTGGTGGTATTTGTTTT |
| ChIP-Dpt-qR | TGCTCTTTTATAGGCCGCTTT |
| ChIP-AttA-qF | GCGGCGAGGGTGAAACT |
| ChIP-AttA-qR | GATGCCTTATCAAAGCGAAATT |
| AttA-qF | GACACAATCTGGATGCCAAG |
| AttA-qR | AATCCAGACCAGCTCCATTC |
| Dpt-qF | TCCGATGCCCGACGACATGA |
| Dpt-qR | TGGCGTCCATTGTCGCTGGT |
| ChIP-lncRNA-CR33942-qF | TCGTGAGAGACGTGAACTGAGA |
| ChIP-lncRNA-CR33942-qR | AGCTGCAATTAATGCGGAAA |
| pGL3-lncRNA-CR33942-pro-F | AGGTACCAAACCAGCGACAGACGAAC |
| pGL3-lncRNA-CR33942-pro-R | CAGATCTGCGGAAACAAAGAGTAATAGC |
| CR33942-qF | GTGACTGCTGATTGCTTAA |
| CR33942-qR | GGAGACTGTTGAATTACTTAGG |

How the deposited data were processed for this re-analysis (not part of the article)

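RNA of adult male flies collected 12 h after E. coli infection was selected for poly(A) tails and sequenced in 3 libraries of lncRNA-CR33942-overexpressing flies and 3 of control flies. The authors aligned reads with Hisat2, counted them per gene with FeatureCounts and compared the groups with DESeq2. The deposited values of each library are a signal, namely read counts divided by 1 size factor per library, although the table is named FPKM. The authors' table also holds a log2 fold change and a p-value per gene from their comparison. The genome build and the annotation release are not given in the sources used here. Of the 15656 gene identifiers, 15402 were in the reference annotation of release 6 and 15153 had the same positions there.

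The design written before the data were examined assumed FPKM. The test it named was kept and run on log2(normalized count + 1), and FPKM computed from the recovered reads served only for the filter of at least 0.5 on the mean. Whole reads were recovered for 100% of values in all 6 libraries (tolerance 0.01). Library totals ran from 16894595 to 19423287 reads. The most abundant gene held between 5.6% and 6.5% of the reads of each library. Replicates differed by more than the sampling noise in every pair, with a chi-square per degree of freedom from 5.05 to 8.99, so each library counted as 1 replicate.

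Analyses used R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, fgsea 1.28.0, Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The limma fit used a pseudocount of 1, an intensity trend and an adjusted p under 0.05 after Benjamini-Hochberg adjustment, with no pairing of replicates. Set tests used camera with a preset correlation of 0.01 and fgsea used 10000 permutations of genes. Simulated counts for the same 13196 genes had 200 genes changed by at least 2-fold. In them limma recovered 89% of the changed genes, and 6.81% of its calls were unchanged genes. Smaller changes, such as those of AttA and Dpt, were not simulated, so their recovery is not known.

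The genes named were fixed beforehand by a rule: the genes the paper names, those drawn in Figure 2D, the members of the AMP, PGRP and signalling lists, the 5 largest rises and 5 largest falls among DEGs with a mean FPKM of at least 1 whose groups did not overlap, the genotype markers w, y and Msp300, and Yp1, Yp2 and Yp3. The values drawn in Figure 2 had been seen by then. Lists of other photoreceptor genes, other blood cell genes, Imd-induced AMPs and stress genes were written after the table had been opened and before their tests were run.

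Alternatives set before the data were examined were pseudocounts of 0.1 and 0.01, no filter or a mean FPKM of at least 5, quantile normalization, no intensity trend, array weights, the replicate number as a block, each library left out in turn, limma voom on the recovered reads, a 2-fold threshold, an adjusted p under 0.1 and other set tests. Chosen after the data were seen were edgeR with and without a filter, DESeq2 and scaling to the library total. GO and KEGG lists were not used here, and the RT-qPCR, ChIP-qPCR, RIP-qPCR and luciferase experiments were not analysed here.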

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

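Of the tests in this part, only the comparison of chromosome arms was written before its result was seen; the tests on w, on the genes without control reads, on a shift of the whole X chromosome and on the list members by chromosome were chosen after.

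The X chromosome held more DEGs than the autosomes. Of 2025 tested X-linked genes 247 were DEGs (12.2%), against 849 of 11019 on the autosome arms (7.7%), an odds ratio of 1.66 (Fisher's exact test over genes, which are not independent, p = 1.63e-10). The arms 2L, 2R, 3L and 3R lay between 7.58% and 8.02%. This stood out as a signal in genes outside those the paper discusses. The X share was the higher one under each alternative run apart from an adjusted p under 0.1, where it was not computed. It was 6.27% against 3.57% without control replicate 1, 7.36% against 4.27% without control replicate 3, and 3.16% against 1.13% without the intensity trend. Among DEGs with at least a 2-fold change the odds ratio was 3.36. A change of the whole chromosome in one direction is argued against by the median log2 fold change of X-linked genes, 0.010, and by calls both ways, 104 upward and 143 downward. A genetic background that differs on the X chromosome between the genotypes cannot be told apart from an effect of the overexpression on X-linked genes, since the genotype and the overexpression are the same contrast and the odds ratio of 1.66 is the excess itself.

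Exactly 5 genes had 0 reads in each control library and at least 10 normalized counts in each overexpression library, and all 5 lie on the X chromosome between 2750919 and 2924426. They are CR43494, CG12498, CG14419, CG3526 and CG3588, and the paper discusses none of them. CR43494, CG14416, CG32795 and kirre were named after their values were seen. Against a floor of 3 reads over the control group, they were at least 20.1-fold, 165-fold, 236-fold, 66-fold and 263-fold higher in that order. No gene showed the opposite pattern. A single deletion in the control flies that takes in all 5 is argued against by 1 gene between them, CG32795, which every control library reads (1184 ± 110 normalized counts, SD, n = 3). The gene w, also between them, was left out of this test, since copies carried by transgenes could give its reads. Right of w, the next 5 listed genes were side by side at 0 in the controls, CG14416 among them. A deletion there, in the X chromosome of the control flies, may explain this run, but cannot be told apart from silent or diverged alleles, since 4 of these 5 genes prompted the test and no DNA was analysed here. The gene kirre, which spans the run and could share its reads, rose by 0.65.

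The marker gene w, which the paper does not discuss as a measured gene and whose position is 2790599 to 2796466 on the X chromosome, rose from 1064 ± 52.7 to 2177 ± 86.7 normalized counts (SD, n = 3 each), a log2 fold change of 1.03 (adjusted p = 5.43e-07 from limma; 4.4e-42 to 0.00519 over the alternatives). Copies of w carried by transgenes, which mark many fly insertions, could add to it, but the copies in each genotype are not known here. A difference of the region around w cannot be told apart from this: the 25 tested genes within 100 kb had a median log2 fold change of 0.071, which is far below w, yet 5 of them were upregulated, by up to 7.89.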

How the results depend on the processing

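The edgeR, DESeq2 and library-total alternatives were chosen only after the data were seen. The cause of each change below was not tested unless it follows from the alternative itself.

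lncRNA-CR33942 kept its call under every alternative run, with log2 fold changes from 4.48 to 4.60. The Toll and Imd list stayed enriched among upregulated DEGs under each alternative apart from the 2-fold and adjusted p under 0.1 thresholds, where this was not computed. Its odds ratios ran from 8.39 without the intensity trend to 27.5 without overexpression replicate 3, and the AMPs and PGRPs without the signalling genes had 41.4. Of the fold changes of single genes under the alternatives, lncRNA-CR33942, AttA and Dpt included, 1153 kept their direction and their side of the threshold, 138 no longer passed it, 37 newly passed it and 6 changed sign. Without the intensity trend 94 genes were upregulated and 99 downregulated, and 3 of 4 upregulated list members were PGRPs (75%). A 2-fold threshold left 82 and 64, and an adjusted p under 0.1 gave 697 upregulated and 1031 downregulated genes. Scaling to the library total gave 632 and 503, and moved the median log2 fold change of all genes to 0.046.

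With each library left out, which leaves fewer samples, upregulated DEGs ranged from 201 to 393 and downregulated DEGs from 328 to 618. Without control replicate 1 they were 201 and 328, without control replicate 3 they were 235 and 394, and without overexpression replicate 1 they were 279 and 519. AttA ranged from 0.30 to 0.57 and lost its call in 4 of these 6 fits, and Dpt ranged from 0.25 to 0.44 and gained one without overexpression replicate 3. Mtk, never called, ranged from -0.11 to 0.10.

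AttA was also not called without the intensity trend (0.42) or with DESeq2 (0.41), and its adjusted p ran from 0.000697 to 0.221. Dpt was called with limma voom (0.33), edgeR with a filter (0.34) and without (0.33) and DESeq2 (0.33), and its adjusted p ran from 0.0024 to 0.315. Quantile normalization turned Drs to -0.022, Dro to -0.026 and Mtk to 0.057, and scaling to the library total turned Mtk to 0.022; none of these was called. With the correlation between genes estimated, camera's adjusted p was 0.134 for the AMPs, 0.118 for the PGRPs and 0.134 for the Toll and Imd list.

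The replicate numbers gave no sign of pairing. After the group mean of each gene was subtracted, the deviations of same-numbered libraries correlated across genes by -0.0338, 0.0519 and -0.0358. With the replicate number as a block, 517 genes were upregulated and 846 downregulated, and Dpt was called (0.33).

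Among genes with few reads, CG14137, with 11.6 normalized counts in the control flies and 1.62 in the overexpressing flies, kept its call under 11 of 18 alternatives. PGRP-SC1a, with 4.96 and 22.7, kept its call under 18 of 18. PGRP-SB2, with 5.32 and 17.6, kept its call under 8 of 18 and lost it with each library left out. Whether the number of reads decides such calls was not tested.

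Median-of-ratios scaling was not run as an alternative, since the deposited values already carry it, and the alternative for raw counts did not apply. The other 9 splits of the 6 libraries into 3 and 3 gave 0 DEGs with limma each (262 to 698 genes at an unadjusted p under 0.05; other tools were not run on them), against 1111 for the real one. As 1 of 10 splits is the smallest share this design allows, chance cannot be excluded by it.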

Differences from the paper's values

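The paper gives a normalized enrichment score of 1.34 for the Toll and Imd pathways. The value here was 2.41 with the signal-to-noise ranking and 2.58 with limma's moderated statistic, an alternative set before the data were examined, both on another list than the paper's and with genes permuted. Both differ from the paper's value.

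The paper gives approximately 60 fold for lncRNA-CR33942 by RT-qPCR. Its text does not name the time after infection for this value, while all RNA-seq libraries came from flies 12 h after infection. The fold in the RNA-seq libraries was 23.5, and under none of the alternatives set before the data were examined did it come within 1.5 times of the paper's value (22.3 to 24.3).

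The paper draws Drs, spz, PGRP-LF, PPO1 and AOX4 as upregulated DEGs, while limma did not call the first 4 (log2 fold changes 0.26, 0.35, 0.42 and 0.64) and AOX4 was below the filter. Of the 17 genes at the Toll and Imd node 14 were called. The replicate block called Drs, spz, PGRP-LF and PPO1, and limma without a filter called AOX4. Leaving out overexpression replicate 3 called Drs, spz and PGRP-LF, leaving out control replicate 2 called spz and PGRP-LF, and leaving out control replicate 1 called PPO1. Quantile normalization called spz, limma voom called PPO1, and an adjusted p under 0.1 called spz, PGRP-LF and PPO1. Of the alternatives chosen after the values were seen, DESeq2 on the recovered reads called all 5 and dropped 6 of the upregulated and 4 of the downregulated genes of the authors' deposited table. Scaling to the library total called spz and PPO1 and dropped 9 and 152, and edgeR without a filter called PPO1 and AOX4 and dropped 22 and 19.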

Other observations

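In this part, the tests on library scaling, stress genes, list members by chromosome and genetic background from elsewhere in the genome were chosen only after the results were seen. Members of the photoreceptor, blood cell and stress lists were named after their values were seen.

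AttA was not called in the authors' deposited table (adjusted p = 0.189) and Dpt was (adjusted p = 0.0023), while Figure 1B and Figure 1C mark AttA and not Dpt as different between overexpressing and control flies 12 h after infection.

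Downregulated DEGs outnumbered upregulated ones (62.2% of calls). A trend with gene length as the whole cause is argued against, since 64.3% of calls were downward with that trend removed. The scaling between libraries cannot be told apart from an excess of falls: 44.3% of calls were downward with reads scaled to the library total, but this shifts all genes upward (median log2 fold change 0.046) and so adds upward calls by its construction, and no external standard was analysed here. The excess was also absent with at least a 2-fold change (64 downregulated, 82 upregulated) and small without the intensity trend (99 and 94).

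The Imd-induced AMPs rose as a set, with a median log2 fold change of 0.80 over 11 genes, all higher apart from Dro with quantile normalization (-0.026), and 7 upregulated, or 3 without control replicate 1 or overexpression replicate 1, 4 with DESeq2 and 1, AttC, without the intensity trend (camera in limma, adjusted p = 1.39e-08 over 4 lists). This list shares its genes with the AMP list. With fry its adjusted p was 0.0606 and with an estimated correlation 0.338. That 20 of the 21 upregulated members lie on autosomes says little by itself, since most list members do. Over autosomal genes alone, the odds ratio of the list among upregulated DEGs was 16.8. This argues against X-linked alleles that act only on their own gene as the cause of the Toll and Imd rise. Alleles on the autosomes stay open. Genetic background acting from elsewhere cannot be told apart from the overexpression, as genotype and condition are the same contrast and 247 X-linked genes differed between the same groups. A stronger stress or wound response cannot be told apart either: 15 stress genes had a median of 0.046 with members both ways (camera in limma, adjusted p = 0.846), and without control replicate 2 the list rose (adjusted p = 0.0022). Its median was -0.19 without control replicate 1 and -0.087 without control replicate 3, and neither passed (camera in limma, adjusted p = 0.344 and 0.827). Hsp68 was downregulated (-0.29), a call lost without control replicate 2 (-0.24) or 3 (-0.27), overexpression replicate 1 (-0.22) or the intensity trend. Hsp70Bb rose by 2.73, but near-identical copies could share its reads, and Hsp70Bbb fell by 0.84 without passing the threshold, which it passed without control replicate 2 (-1.01) and also with edgeR, DESeq2 and some other settings.

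The phototransduction genes of Figure 2D, ninaE, Arr2, trp and trpl, had a median log2 fold change of 0.25 and were upregulated. Their calls were lost without the intensity trend. With 1 library left out, trp lost its call each time (0.16 to 0.18), trpl without control replicate 1 (0.20), 2 (0.21) or 3 (0.20) and without overexpression replicate 2 (0.16) or 3 (0.20), ninaE without control replicate 1 (0.31) or 3 (0.30), and Arr2 without control replicate 3 (0.28). A larger share of eye RNA may contribute, as 14 other photoreceptor genes rose as a set (camera in limma, adjusted p = 0.000705; fry 0.0606; estimated correlation 0.338). As the whole cause it is argued against: 5 of the 14 were upregulated, calls also lost without the intensity trend, the median of the 14 was 0.10, and the abundant genes norpA, rdgA and chp changed by -0.073, -0.083 and -0.053 (standard errors 0.049, 0.053 and 0.046).

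Of the blood cell genes drawn in Figure 2D, PPO3 (log2 fold change 1.05) and Hml (0.21) were upregulated and PPO1 (0.64) was not. PPO1 was called without control replicate 1 (0.85) and fell to 0.38 without control replicate 3. PPO3 lost its call under most alternatives, among them without control replicate 1 (1.12) or 2 (0.72) and without overexpression replicate 1 (1.15), 2 (0.83) or 3 (1.16), and Hml without control replicate 2 (0.18) or 3 (0.21) and without overexpression replicate 1 (0.19). A larger share of blood cell RNA as the whole cause is argued against by the 10 other blood cell genes tested, of which 4 were downregulated (Cg25C, vkg, NimC1 and Pxn) and 2 upregulated (PPO2 and lz), with a median of -0.026, or 0.015 with reads scaled to the library total (camera in limma, adjusted p = 0.093; fry 0.0606; estimated correlation 0.361). Cg25C, vkg and NimC1 were downregulated with each library left out, and without the intensity trend Cg25C alone of the blood cell genes named here was called. Pxn lost its call under most alternatives, among them without control replicate 1 (-0.24) or 3 (-0.31) and without overexpression replicate 1 (-0.30) or 3 (-0.30). PPO2 lost its call without control replicate 1 (0.58) or 3 (0.44) and without overexpression replicate 2 (0.49) or 3 (0.50), and lz without control replicate 2 (0.73) or 3 (0.91) and without overexpression replicate 1 (0.99) or 2 (0.78). A change in a single blood cell type stays open.

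The largest rises under the rule for named genes were CG3588, CG14419, CG12498, CG6788 and CG3526, all on the X chromosome; CG6788 went from 1.39 to 204 normalized counts. The largest falls were CR40469, CG43133, CG14137, CG43320 and Fbp2, with log2 fold changes of -3.83, -3.31, -2.40, -2.85 and -2.36. CG43133 lost its call without control replicate 1 (-3.33) or 2 (-2.67), and CG14137 without control replicate 1 (-2.32) or 3 (-2.14) and without overexpression replicate 2 (-1.81) or 3 (-2.58). Without the intensity trend CG43133, CG14137 and Fbp2 lost their calls. Yp3 changed by -1.19 and Msp300 by -0.29, both downregulated, but not without the intensity trend. Msp300 lost its call without control replicate 1 (-0.22) or 3 (-0.31), without overexpression replicate 1 (-0.28) or 2 (-0.24), with quantile normalization (-0.22) and with reads scaled to the library total (-0.25). The genes y, Yp1 and Yp2 were below the filter. RpL32, the RT-qPCR reference gene, changed by 0.042 and was not called.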
